A study of Mus musculus with 24 samples. Its data were reported in "Stable maintenance of MERVL-positive embryonic stem cells reveals sustained transcriptional programs and enhancer remodeling" (2026).

How the data were processed

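Polyadenylated RNA of mouse ZHBTc4 embryonic stem cells (ESCs) was sequenced in 24 libraries, 3 for each of 8 groups. ZHBTc4 cells carry an OCT4 transgene that doxycycline shuts off, in place of the normal *Pou5f1* alleles. The groups, as the labels give them, were conventional ESCs, cells differentiated for 48 h without LIF in 2 µg/mL doxycycline, 3 clones of the class Red (1-19, 1-5 and 2-10) and 3 clones of the class Mosaic (2-1, 3-1 and 3-2). Red and Mosaic clones carry a tdTomato reporter driven by MERVL, an endogenous retrovirus that is active in the 2-cell (2C) embryo, and were derived from cells that had been transfected, selected with histidinol, sorted and expanded.

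According to the submitters' processing notes and the study's methods, reads were aligned with Bowtie2 to the mouse genome mm9, without a version being given. The counting program and the use of strand are not given in the sources used here. Bowtie2 is not splice-aware, so reads across exon junctions could be lost, which lowers the counts of genes with many short exons in every library alike. The authors deposited, for each library, a raw read count and an RPKM (reads scaled to transcript length and library total) for each of 29257 RefSeq transcript models. The deposited RPKM equalled the count divided by the model length and a library total, and the totals recovered from it lay between 38654931 and 86451785 reads. Reads in exons shared by several transcripts of a gene were counted for each transcript, so 1 transcript was kept per gene symbol, the one with the highest mean RPKM over all libraries. This affected 4019 of 22878 symbols. A further 493 transcript models had an accession that maps to more than 1 locus. The *Zscan4* copies, and *Gm10391* and *Gm10394*, share reads, so their separate values are uncertain. Without strand, reads of a gene and its antisense partner cannot be told apart. Reads assigned to the kept transcripts numbered 23460073 to 57849855 per library. The largest counts were rounded in the deposit, which concerned *Peg10* in differentiated cells.

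Genes with an RPKM of at least 1 in at least 3 libraries were tested (12467 genes). The counts, as deposited, were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 after TMM scaling, in a single model with a mean per group (16 residual degrees of freedom), and p-values were adjusted with the Benjamini-Hochberg method. A gene was called against conventional ESCs at an adjusted p under 0.001 and a fold change over 1.5, the thresholds of the study. For members of gene lists, "rose" and "fell" stand for an adjusted p under 0.05. Standard errors (SE) of log2 fold changes were taken as the estimate divided by the square root of the F statistic. Expression levels are the deposited RPKM. Where every library of a group had 0 reads, the fold was taken against a floor of 3 reads over the group and is a lower bound for counting error only. Red and Mosaic are classes of clones, so the clone was the replicate there: the mean log2(RPKM + 1) of each clone was compared with limma-trend (limma 3.58.1), 3 clones against 3, at an adjusted p under 0.05. Fold changes on that scale understate the change of low genes. Single values of clones were compared with exact two-sided permutation tests, whose smallest possible p is 0.1 for 3 clones against 3. The groups, the tests, their thresholds, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined, but after the study and its supplementary tables had been read.

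A total of 25 gene lists with 452 genes, of which 345 were measured, covered established and other 2C genes, genes the study names or tabulates as raised in Red clones, naive and primed pluripotency, trophectoderm, primitive endoderm, primitive streak and mesoderm, neural ectoderm, germline, glycolysis and hypoxia, Nodal, Wnt and p53 targets, the integrated stress response, regulators of MERVL, imprinted genes, fibroblast, blood and endothelial markers, epithelial and mesenchymal genes, Y-linked genes, interferon response, metal and redox genes, replication-dependent histones and housekeeping genes. The lists were written after the study's supplementary tables of these same samples had been read. Of the genes named or tabulated in Red, *Zim3*, *Wnt3*, *Wnt8b* and *Trim56* are named in the study's text, and *Slc16a3*, *Bnip3*, *Ndufa4l2*, *Lefty1*, *Lefty2* and *Galnt6* were taken for this work from those tables. The glycolysis and hypoxia list was chosen because such genes were seen there. Tests of both lists in Red clones are therefore not independent of the study's results. Each list was compared with the other genes by camera with a preset correlation of 0.01 and with an estimated correlation, in 4 comparisons, and p-values were adjusted over the 100 tests. Of the 56 tests past an adjusted p of 0.05, 39 held with the estimated correlation. Camera p-values are those at the preset correlation unless stated otherwise. For lists that held, the estimated correlation often gave p-values larger by many orders of magnitude. The test fry, which asks whether the genes of a list move on balance in a single direction without comparing them with other genes, was also run. A list score was the mean log2(RPKM + 1) over its measured members.

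Named genes followed a rule: *Pou5f1*, every measured established 2C gene and gene of the list of genes the study names or tabulates in Red, the 10 largest rises and 10 largest falls among called genes whose libraries did not overlap and whose higher group had a mean RPKM of at least 2, the 10 genes with the largest shared rise or fall in all 3 clones of a class, and up to 4 members of each list with the smallest adjusted p. The text prints a part of these.

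Comparisons with the same conventional libraries share their chance values, so 20 simulations of unchanged groups against those controls were run. The edgeR steps were tested on simulated data for Red 1-19 over 12467 genes: 82.1% of genes changed 1.75-fold, 98.5% of those changed 2.5-fold and 100% of those changed 4-fold were called, with 0 false calls. For Red against Mosaic clones, 94.5% of 200 genes shifted by 1 on the log2 scale in simulated data were called, with 11 false calls. This share does not carry over to the measured clones. Among named genes that differed by at least 1, *Lefty1*, *Slc16a3* and *Eif2s3y* passed by limma. *Phlda2* (1.57, limma adjusted p = 0.135), *Ddx3y* (−1.60, 0.333), *Ndufa4l2* (1.43, 0.089), *Bnip3* (1.38, 0.0554) and *Cdkn1c* (1.07, 0.0805) did not. Replicate libraries differed by more than sampling noise in each of 24 pairs (chi-square per degree of freedom 4.46 to 23.31), and no library was counted as a duplicate. The study describes its RNA-seq replicates as biological. The p-values measure the spread between these samples, and for a clone against conventional ESCs they include no spread between clones or between parental cultures.

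Alternatives were median-of-ratios scaling, scaling to the library total, limma on RPKM with a pseudocount of 1 or 0.1, no expression filter, a mean RPKM of at least 5, fits of only the 2 groups compared, the replicate number as a block, the mean over transcripts of a symbol, DESeq2 1.42.0, looser thresholds, and leaving out each library or clone. Chromosomes, gene order and GC content came from an annotation of a later build (GRCm38), so no coordinates are given. Plots were drawn with matplotlib 3.10.9. MERVL transcripts and the reporter transcript were not analysed here.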

Results

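RNA-seq was performed on conventional ZHBTc4 ESCs, on the same cells differentiated by withdrawal of LIF and shutdown of OCT4, and on 6 reporter clones, 3 Red and 3 Mosaic, with 3 libraries per group. Library totals were 38654931 to 42872739 reads in conventional ESCs and 50608036 to 86451785 in differentiated cells. In Red clones they were 39756575 to 53006903 (1-19), 41910283 to 48725627 (1-5) and 41054458 to 52995254 (2-10), and in Mosaic clones 43391034 to 51885959 (2-1), 46345300 to 54345110 (3-1) and 41620794 to 50102045 (3-2). Replicate libraries correlated at 0.9919 or above across genes, which are not independent replicates, and the common biological coefficient of variation was 0.074. No single gene dominated a library: the most abundant was *Eef1a1*, a translation elongation factor, with 0.797% to 0.962% of gene reads in ESC libraries, and *Peg10*, an imprinted placental gene, with 1.98% to 2.47% in differentiated cells. Expression levels below are RPKM, given as mean ± SD over 3 libraries (n = 3) unless the clone is named as the replicate.

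*Pou5f1*, which encodes OCT4 and is the gene that doxycycline shuts off, was measured first in every group. Its level was 411.8 ± 47.9 in conventional ESCs and 37.1 ± 4.86 in differentiated cells (SD, n = 3), a 12.2-fold fall (log2 fold change −3.61, SE 0.123, edgeR quasi-likelihood with Benjamini-Hochberg adjustment, adjusted p = 1.48e-15). The Red clones stood at 440.1 ± 35.7 (1-19), 448.7 ± 13.5 (1-5) and 409.4 ± 38.2 (2-10). The Mosaic clones stood at 418.3 ± 24.4 (2-1), 335.3 ± 48.5 (3-1) and 350.4 ± 37.7 (3-2), and no clone passed the threshold for *Pou5f1* calls. The lowest adjusted p among the clones, for Mosaic 3-1, was 0.0408 (edgeR quasi-likelihood, Benjamini-Hochberg), and 0.0534, 0.182 and 0.183 without Mosaic 3-1 replicate 1 or 2 or conventional replicate 2.

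Differentiated cells were compared with conventional ESCs as the reference for loss of the pluripotent state. Pluripotency genes fell and trophoblast genes rose. *Tdgf1*, a co-receptor for Nodal, fell from 149.9 ± 2.33 to 0.495 ± 0.0809 (SD, n = 3), *Nr0b1*, a nuclear receptor of the pluripotency network, from 59.3 ± 2.43 to 0.258 ± 0.0298, and *Fgf4*, a growth factor made by ESCs, from 45.02 ± 0.0318 to 0.33 ± 0.088. In the other direction *Krt18* and *Krt8*, keratins of simple epithelia and trophectoderm, rose 172-fold and 59.7-fold to 367.1 ± 15.1 and 202.9 ± 9.3. *Hand1*, a regulator of trophoblast giant cells, rose 76.5-fold to 76.7 ± 1.31, and *Cdx2*, a regulator of trophectoderm identity, rose 24.3-fold to 22.7 ± 1.18. *Igf2*, an imprinted fetal growth factor, rose 253-fold from 3.02 ± 0.515 to 839.8 ± 28.6.

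By list, 24 of 24 naive pluripotency genes fell (median log2 fold change −3.33, camera adjusted p = 1.17e-51), among them *Esrrb*, a nuclear receptor that sustains self-renewal (−3.83, SE 0.045). Of 20 trophectoderm genes 18 rose and 2 fell (camera adjusted p = 3.07e-16), including *Tfap2c*, a trophoblast transcription factor, at 108.9 ± 4.26 against 15.1 ± 0.398. Of 14 primed pluripotency genes 4 rose and 9 fell (adjusted p = 2.12e-09), the largest named fall being that of *Foxd3* (−7.34, SE 0.22). Imprinted genes rose in 15 and fell in 4 of 19 cases (adjusted p = 1.8e-07), with *Phlda2* and *Cdkn1c*, which restrain placental and fetal growth, at 306.5 ± 10.5 and 197.3 ± 9.1 against 42.1 ± 3.09 and 14.8 ± 1.11. Nodal targets rose in 2 and fell in 8 of 11 cases (adjusted p = 3.1e-06), Wnt targets in 2 and 10 of 12 (adjusted p = 0.000141), and *Nodal* itself fell by 3.02 on the log2 scale. Regulators of MERVL rose in 2 and fell in 19 of 25 cases (adjusted p = 6.68e-05). *Trim28*, a corepressor that silences retroelements, was at 277.3 ± 4.37 against 758 ± 23.2. Epithelial and mesenchymal genes rose in 10 and fell in 2 of 15 cases (adjusted p = 0.000271), and fibroblast markers rose in 4 and fell in 1 of 6 (adjusted p = 0.00672), among them the smooth muscle and stress fibre genes *Tagln* (7.72, SE 0.176) and *Acta2* (8.10, SE 0.241).

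The 2C genes were lower after differentiation. Of 18 established 2C genes 16 fell (median −1.65, camera adjusted p = 0.000189), such as *Zscan4a*, from 23.8 ± 1.44 to 5.6 ± 0.545, while *Dub1* (0.47, SE 0.118) and *Dub1a* (0.27, SE 0.112) rose. The rise of *Dub1a* did not pass without differentiated replicate 1 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0641), differentiated replicate 3 (0.07) or conventional replicate 1 (0.205, log2 fold change 0.16). Of 14 other 2C genes 13 fell and 0 rose (adjusted p = 6.68e-05). Glycolysis and hypoxia genes went both ways, with 16 risen and 11 fallen of 33 (adjusted p = 0.939): *Slc2a1*, a glucose transporter, rose from 92.3 ± 4.04 to 341.3 ± 14.4 and *Pdk1*, which limits pyruvate entry to mitochondria, fell by 1.60 on the log2 scale (SE 0.052). Calls of 4 lists were lost with an estimated correlation. Primitive endoderm genes rose in 7 and fell in 5 of 12 cases (adjusted p = 0.0283, and adjusted p = 0.107 with an estimated correlation), and primitive streak and mesoderm genes rose in 1 and fell in 4 of 5 (0.0326, and adjusted p = 0.08 with an estimated correlation). Metal and redox genes rose in 8 and fell in 2 of 11 cases (0.0251, and adjusted p = 0.165 with an estimated correlation). Interferon genes rose in 3 and fell in 4 of 9, with a median of 0.11 but a mean of −0.50 and a downward test (0.0387, and adjusted p = 0.131 with an estimated correlation).

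The remaining lists did not pass in differentiated cells. Counts of risen and fallen members were 1 and 3 of 4 for neural ectoderm (camera adjusted p = 0.386), 6 and 6 of 15 for germline (0.928), 13 and 7 of 21 for p53 targets (0.15), 7 and 5 of 17 for the integrated stress response (0.595), and 1 and 2 of 4 for blood and endothelium (0.228). They were 1 and 0 of 3 for Y-linked genes (0.864), 1 and 5 of 12 for histones (0.927), 4 and 6 of 13 for housekeeping genes (0.928) and 4 and 3 of 8 for the genes the study names or tabulates in Red (0.547). The last list had a median of 0.17, a mean of −0.13 and a downward test, and the germline, integrated stress and housekeeping lists also had a median, mean and test of different sign. Adjusted over the list alone, 1 histone gene rose and 3 fell, and the counts of the other lists were the same.

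In all, 3105 genes were called higher and 2566 lower in differentiated cells (edgeR quasi-likelihood), or 54.8% higher. The split moved to 3226 and 1686, or 65.7% higher, with limma on the deposited RPKM, which also raised the median log2 fold change of all genes from −0.01 to 0.10, and scaling to the library total raised it to 0.12. Genes that rose from 0 reads in conventional ESCs included *Pcp4* (at least 105-fold higher), *Asb9* (at least 101-fold) and *Ccl2*, a chemokine (at least 84-fold). *Cxcl10*, another chemokine, rose by 9.73 (SE 0.504) and *Csf1*, a macrophage growth factor, by 8.23 (SE 0.283) on the log2 scale. *Nphs1as* fell to 0 reads in differentiated cells (at least 217-fold lower), which reads of *Nphs1* could share because strand is not known. *Gm5712* fell from 99.8 ± 3.66 to 0.0935 ± 0.0591.

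**Figure D1:**
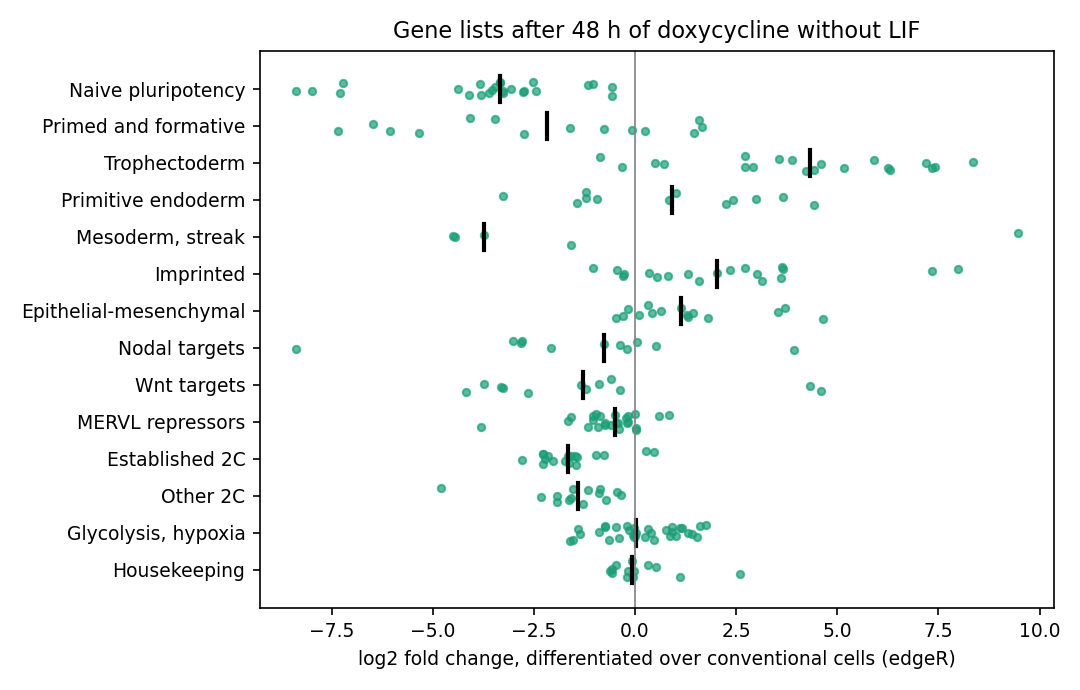
Log2 fold changes of the measured members of 14 gene lists in differentiated cells against conventional ESCs (edgeR). Each point is a gene and the black bar is the list median, which lies at −3.33 for naive pluripotency genes and at 2.03 for imprinted genes.

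Each Red clone was compared with conventional ESCs to ask which genes change in cells kept by the MERVL reporter. All 18 established 2C genes rose in the mean of the 3 Red clones, by a median of 1.00 on the log2 scale. *Dux*, a transcription factor that starts the 2C program, was at 1.6 ± 0.108 (1-19), 1.31 ± 0.0385 (1-5) and 1.37 ± 0.241 (2-10) against 0.4 ± 0.0487 in conventional ESCs (SD, n = 3). *Zscan4c*, a telomere regulator of 2C-like cells, was at 67.3 ± 4.53, 47.7 ± 2.11 and 57.4 ± 2.66 against 27.1 ± 2.41, and *Gm4340* at 170.5 ± 3.16, 134.5 ± 5.31 and 148 ± 2.23 against 70.8 ± 0.728. Among genes of low oxygen metabolism, *Bnip3*, a mitophagy receptor, rose 4.87-fold, 2.98-fold and 4.42-fold, and *Slc16a3*, a lactate exporter, 4.35-fold, 2.85-fold and 3.92-fold.

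The established 2C list passed in the Red mean (camera adjusted p = 3.54e-37), with 18 of 18 members risen in Red 1-19, 16 in Red 1-5 and 17 in Red 2-10. The other 2C list rose in 14 of 14 cases (median 0.86, adjusted p = 7.81e-30). With an estimated correlation the camera adjusted p was 7.54e-06 for the established and 1.36e-05 for the other 2C list. When some single libraries were left out, rises of *Tdpoz5*, *Pramel7* and *Sp110* in Red 1-19 did not pass. The same held for *Tdpoz3*, *Pramel6* and *Pramel7* in Red 1-5 and for *Sp110* in Red 2-10. Of the 10 genes that the study names or tabulates in Red 8 were measured and 8 rose (adjusted p = 3.09e-25). They were taken from the study's text and supplementary tables of the same samples, so their direction, also when adjusted over the list alone, is not independent evidence. They included *Lefty1* and *Lefty2*, secreted inhibitors of Nodal. *Lefty1* was at 8.67 ± 0.199, 9.4 ± 0.0267 and 8.31 ± 0.563 against 3.14 ± 0.352, and *Lefty2* at 13.7 ± 0.138, 15.5 ± 0.574 and 14.8 ± 1.05 against 6.69 ± 0.0627. *Ndufa4l2*, a mitochondrial protein induced by hypoxia, was at 6.09 ± 0.825, 2.38 ± 0.472 and 6.03 ± 1.1 against 0.33 ± 0.245. *Ndufa4l2* passed the threshold for calls in Red 1-19 and 2-10 but not in Red 1-5 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0046). *Trim56* and *Zim3*, a RING-domain and a zinc finger protein, rose by 1.58, 1.53 and 1.64 and by 1.37, 1.14 and 1.31 on the log2 scale in Red 1-19, 1-5 and 2-10.

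Glycolysis and hypoxia genes rose in 28 and fell in 1 of 33 cases in the Red mean, or 29 and 1 adjusted over the list alone (median 0.45, camera adjusted p = 2.82e-21). With an estimated correlation the camera adjusted p was 0.00936. This list was chosen because such genes, among them *Slc16a3*, *Bnip3*, *Ndufa4l2* and *Pfkl*, were seen in the study's supplementary tables of the same samples, so its rise is not independent evidence. *Ldha*, lactate dehydrogenase, stood at 255.4 ± 17.7, 195.7 ± 10.9 and 227.1 ± 4.21 in Red 1-19, 1-5 and 2-10 against 145.1 ± 8.73, and *Pfkl*, phosphofructokinase, at 46.3 ± 0.354, 39.8 ± 0.596 and 43.05 ± 0.911 against 24.02 ± 0.971. Targets of p53 rose in 12 of 21 cases (median 0.29, adjusted p = 4.96e-07), among them *Trp53inp1*, which promotes cell cycle arrest (0.55, 0.61 and 0.64), and integrated stress genes in 8 of 17 (adjusted p = 0.00434), among them *Chac1*, which degrades glutathione (1.49, 1.17 and 1.38). Blood and endothelial markers rose in 2 of 4 cases (adjusted p = 0.0108), led by *Tek*, an angiopoietin receptor, at RPKM below 2.

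Wnt targets fell in 8 of 12 cases and rose in 0 (median −0.31, camera adjusted p = 7.28e-09). *Sp5*, a direct Wnt target, fell to 1.81 ± 0.439, 2.26 ± 0.129 and 2.26 ± 0.165 from 6.39 ± 1.21, *Ccnd2*, a cyclin, fell by 1.17, by 0.81 and by 1.21, and *Axin2*, a feedback inhibitor of Wnt, fell by 0.56, by 0.60 and by 0.64 on the log2 scale. Metal and redox genes fell in 8 of 11 cases (adjusted p = 4.12e-06), including the metallothionein *Mt1*, at 298.7 ± 16.8, 289.2 ± 13.5 and 314.8 ± 4.28 against 434.5 ± 12.1. Regulators of MERVL rose in 2 and fell in 9 of 25 cases by small amounts (median −0.08, adjusted p = 0.0347). The 3 measured Y-linked genes fell in each Red clone (adjusted p = 1.74e-18): *Ddx3y* by 2.40, by 1.46 and by 1.83, *Uty* by 2.55, by 2.32 and by 2.01, and *Eif2s3y* by 1.90, by 1.39 and by 1.83 on the log2 scale. These levels were low, with a Red mean RPKM of 0.47 for *Ddx3y* and 0.067 for *Uty*. *Uty* had 39, 47 and 61 reads over the 3 libraries of Red 1-19, 1-5 and 2-10, against 199 in conventional ESCs.

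Lists whose calls in the Red mean were lost with an estimated correlation were trophectoderm, with 8 risen and 1 fallen of 20 (camera adjusted p = 0.0132, and adjusted p = 0.0543 with an estimated correlation), primitive endoderm, with 4 and 0 of 12 (0.0353, and adjusted p = 0.119 with an estimated correlation), and Nodal targets, with 6 and 2 of 11 (0.011, and adjusted p = 0.107 with an estimated correlation). The same held for fibroblast markers, with 4 and 0 of 6 (0.0304, and adjusted p = 0.0553 with an estimated correlation), and for epithelial and mesenchymal genes, with 5 and 2 of 15 (0.0459, and adjusted p = 0.101 with an estimated correlation). The trophectoderm members that rose included *Esx1*, a placental homeobox gene, by 1.76, 1.86 and 1.80 at RPKM below 2. *Lefty1* and *Lefty2* account for 2 of the 6 Nodal targets that rose, and *Id1*, a BMP target on that list, fell by 0.52, by 0.38 and by 0.64. Lists that did not pass, with counts of risen and fallen members, were naive pluripotency (7 and 4 of 24, adjusted p = 0.866), primed pluripotency (5 and 2 of 14, 0.0943), mesoderm (1 and 2 of 5, 0.292, with median and mean above 0 and a downward test), neural ectoderm (2 and 1 of 4, 0.551), germline (3 and 3 of 15, 0.978, with a median below and a mean above 0), imprinted genes (5 and 5 of 19, 0.524). Interferon (3 and 1 of 9, 0.394), histones (3 and 0 of 12, 0.161) and housekeeping genes (3 and 3 of 13, 0.595) did not pass either. Adjusted over the list alone, the counts became 9 and 1 for trophectoderm, 3 and 1 for neural ectoderm, 8 and 2 for Nodal targets, and 13 and 0 for p53 targets. They became 2 and 10 for regulators of MERVL, 6 and 2 for epithelial and mesenchymal genes, 1 and 0 for histones and 5 and 4 for housekeeping genes, and the others were the same.

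Against conventional ESCs 432 genes were called higher and 69 lower in Red 1-19, 289 and 43 in Red 1-5, and 427 and 70 in Red 2-10 (edgeR quasi-likelihood). All 3 Red clones shared 213 higher and 30 lower genes, against 0.343 and 0.00134 expected from independent lists. The 20 simulations of unchanged groups with the same controls called 0 genes in any comparison (edgeR), so they say nothing about how much overlap shared controls give. Those with the largest smallest change included *Igtp*, an interferon-inducible GTPase (2.37, 2.18 and 2.09), *Siglec5* (1.81, 1.87 and 1.95), and, among falls, *Krt23* (−1.66, −2.12 and −1.92) and *Fkbp6*, a germline chaperone (−1.74, −1.73 and −1.42). Fold changes of pairs of Red clones correlated at 0.89 to 0.91 across genes, against 0.51 to 0.52 in simulations, with a covariance of 0.0825 to 0.0927 against 0.0086 to 0.0088. The 3 control libraries are too few to be divided, so part of the excess may come from shared controls.

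**Figure D2:**
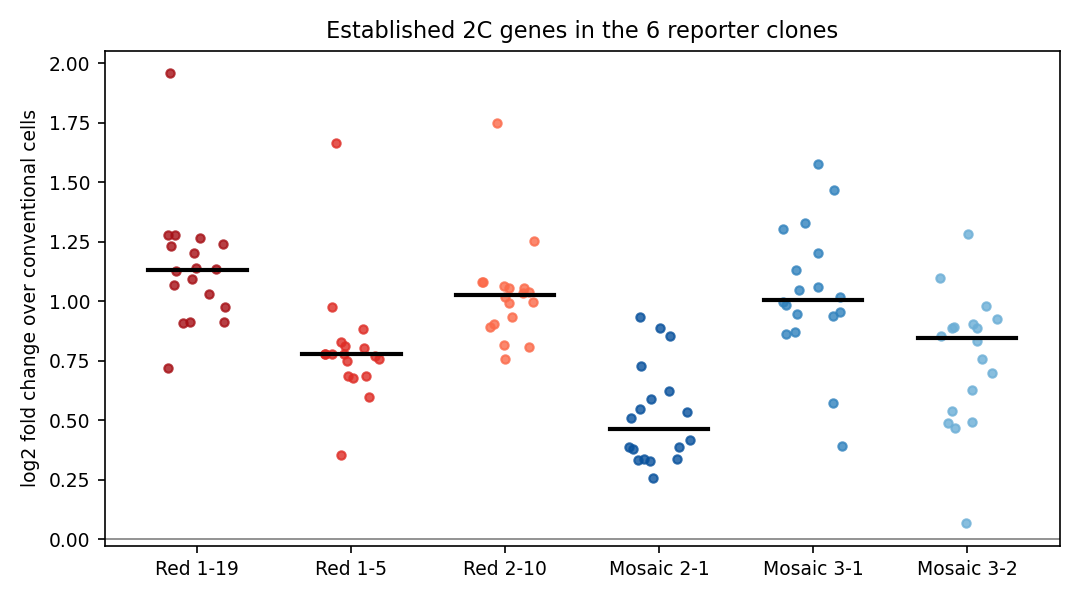
Log2 fold changes of the 18 established 2C genes in each reporter clone against conventional ESCs (edgeR). Each point is a gene and the bar is the median, from 0.46 in Mosaic 2-1 to 1.13 in Red 1-19.

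Each Mosaic clone was compared with conventional ESCs in the same way. The 2C genes also rose in Mosaic clones, with 16 of 18 established members risen in the mean of the 3 clones, or 18 adjusted over the list alone (median 0.76, camera adjusted p = 5.85e-30). The clones differed in level: *Zscan4c* was at 36.2 ± 1.97 (2-1), 55.1 ± 5.71 (3-1) and 49.0 ± 2.5 (3-2) and *Gm4340* at 108.8 ± 5.53, 132.4 ± 3.12 and 96.6 ± 4.02 (SD, n = 3). *Dux* was at 0.754 ± 0.19, 1.13 ± 0.0682 and 0.717 ± 0.254, with log2 fold changes of 0.89, 1.47 and 0.89. The rise of *Dux* did not pass without Mosaic 2-1 replicate 2 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.11) or conventional replicate 1 (0.0687) in Mosaic 2-1, and without Mosaic 3-2 replicate 3 (0.0788) in Mosaic 3-2. Rises of *Zscan4d*, *Pramel7*, *Dub1*, *Dub1a* and *Dub2a* in Mosaic 2-1 and of *Zfp352* and *Tdpoz5* in Mosaic 3-1 were also lost without some single libraries. *Phlda2*, an imprinted inhibitor of placental growth, fell from 42.1 ± 3.09 to 27.1 ± 3.05, 9.37 ± 1.04 and 7.16 ± 0.179.

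Established 2C members rose in 13 (2-1), 17 (3-1) and 15 (3-2) cases, and other 2C genes in 13 of 14 cases in the Mosaic mean (median 0.69, camera adjusted p = 1.23e-26). Genes that the study names or tabulates in Red rose in 6 of 8 cases, or 7 adjusted over the list alone (adjusted p = 7.42e-07), which is again not independent evidence. *Galnt6* and *Zim3* rose in all 3 clones, whereas *Lefty1* was at 3.4 ± 0.555 and 3.17 ± 0.317 in Mosaic 2-1 and 3-2 against 3.14 ± 0.352 and fell to 1.87 ± 0.531 in Mosaic 3-1. Wnt targets fell in 7 of 12 cases (median −0.38, adjusted p = 7.75e-10), including *Sp5* (−0.92, −0.75 and −2.34). *Axin2* fell by 0.54 and by 0.79 in Mosaic 2-1 and 3-1, but *Ccnd2* rose by 0.90 in Mosaic 3-1 and fell by 1.82 in Mosaic 3-2. Metal and redox genes fell in 7 of 11 cases (adjusted p = 1.9e-06), but in 2 of 11 in Mosaic 3-1, where 1 rose. Integrated stress genes rose in 8 of 17 (0.000772) with *Chac1* at 11.5 ± 0.24 in Mosaic 3-1 against 2.52 ± 0.115, while 3 rose and 2 fell in Mosaic 3-2. Blood and endothelial markers rose in 2 of 4 (0.00809). Primitive endoderm genes rose in 6 of 12 cases (median 0.17, adjusted p = 5.28e-05), with 5 risen in Mosaic 2-1, 3 risen and 1 fallen in Mosaic 3-1 (median −0.02) and 9 risen in Mosaic 3-2 (median 0.56). Imprinted genes rose in 2 and fell in 5 of 19, with a median of 0.09, a mean of −0.08 and a downward test (0.00786), and *Cdkn1c* fell to 5.47 ± 0.572 in Mosaic 3-1 from 14.8 ± 1.11. Of the 3 Y-linked genes 2 rose in the Mosaic mean (adjusted p = 1.13e-09), but the clones went apart: *Ddx3y* was at 17.6 ± 1.27 in Mosaic 2-1 against 1.65 ± 0.239, a 10.5-fold rise, and at 1.32 ± 0.245 in Mosaic 3-1. *Eif2s3y* rose by 2.06, 0.85 and 1.73 on the log2 scale in Mosaic 2-1, 3-1 and 3-2.

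The calls of 4 lists in the Mosaic mean were lost with an estimated correlation. Glycolysis and hypoxia genes rose in 13 of 33 cases (median 0.13, camera adjusted p = 0.000979, and adjusted p = 0.318 with an estimated correlation). By clone, 11 and 16 of them rose and 0 fell in Mosaic 2-1 and 3-1, while 10 rose and 8 fell in Mosaic 3-2 (median −0.03), and the score of Mosaic 3-1 was 4.53 in replicate 1 against 4.23 and 4.26 in the others. Trophectoderm genes rose in 7 and fell in 2 of 20 (0.0131, and adjusted p = 0.0544 with an estimated correlation). Germline genes rose in 5 of 15 cases (0.0157, and adjusted p = 0.0544 with an estimated correlation), and p53 targets rose in 9 and fell in 2 of 21 (0.0459, and adjusted p = 0.0564 with an estimated correlation). The rise of p53 targets came from Mosaic 3-2, with 11 risen and 0 fallen, against 0 and 3 in Mosaic 2-1 and 2 and 1 in Mosaic 3-1. Lists that did not pass, with counts of risen and fallen members, were naive pluripotency (7 and 4 of 24, adjusted p = 0.928), primed pluripotency (4 and 3 of 14, 0.377), mesoderm (1 and 1 of 5, 0.976), neural ectoderm (1 and 0 of 4, 0.186), Nodal targets (3 and 1 of 11, 0.602), regulators of MERVL (1 and 5 of 25, 0.252). Nor did fibroblast markers (1 and 0 of 6, 0.386), epithelial and mesenchymal genes (3 and 3 of 15, 0.379), interferon (1 and 2 of 9, 0.449), histones (0 and 0 of 12, 0.86) and housekeeping genes (1 and 3 of 13, 0.769) pass. Among these the median, mean and test of the naive pluripotency, mesoderm, Nodal and interferon lists differed in sign. Adjusted over the list alone, 3 neural ectoderm, 6 germline, 15 glycolysis, 9 integrated stress, 3 blood and 5 epithelial and mesenchymal genes rose, 2 Nodal targets and 8 metal and redox genes fell, and the other counts were the same.

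Calls against conventional ESCs were 135 higher and 38 lower in Mosaic 2-1, 251 and 112 in Mosaic 3-1, and 460 and 86 in Mosaic 3-2 (edgeR quasi-likelihood). In Mosaic 3-2 the share of higher calls was 84.2%, and 72.3% with limma on the deposited RPKM (180 higher and 69 lower). Genes of chromosome 5 made up 105 of the 460 higher calls, or 22.8%, against 6.3% of the genes tested. Without conventional replicate 1, Mosaic 2-1 had 114 calls in total, against 173. With only the 2 groups in the model, Mosaic 3-1 had 198 calls against 363. Among rises against conventional ESCs were *Jdp2*, a repressor of AP-1 (1.98 in Mosaic 3-1, SE 0.173), and *Aard* (1.45 in Mosaic 3-2, SE 0.074). *Serpina3m*, a protease inhibitor, rose by 3.52 (SE 0.426) in Mosaic 3-2. Differences between clones at these genes were not tested. *Plac8* fell by 2.64 (SE 0.223) in Mosaic 3-1. *Fkbp6* fell by 1.91 in Mosaic 2-1 and rose by 1.42 and 1.88 in Mosaic 3-1 and 3-2.

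All 3 Mosaic clones shared 36 higher and 6 lower genes, against 0.1 and 0.00235 expected from independent lists, and the simulations again say nothing about overlap. The shared rises included *Trim43a*, a 2C gene family member (1.45, 1.85 and 1.74), *Fgf1*, a growth factor (1.37, 1.38 and 1.54), *Esx1* (1.89, 1.52 and 1.29) and *Wnt7b*, a Wnt ligand of trophoblast (1.46, 1.14 and 1.11). The 6 shared falls were *4930502E18Rik*, *D930048N14Rik*, *Phlda2*, *Rassf1*, *Sp5* and *Zfp296*. The shared rises dropped to 22, 22 and 23 without conventional replicate 1, 2 and 3 and to 9 with only the 2 groups of each comparison in the model, and the shared falls to 2 without conventional replicate 1. Fold changes of pairs of Mosaic clones correlated at 0.42 to 0.62 across genes, against 0.51 to 0.52 in simulations, with a covariance of 0.0383 to 0.0462 against 0.0087, and part of the excess in covariance and overlap may come from the shared controls. Counting all 6 clones, 21 genes were called higher in each, *Esx1*, *Fgf1*, *Galnt6*, *Siglec5*, *Tek* and *Zim3* among them, and 4 were called lower, *4930502E18Rik*, *D930048N14Rik*, *Rassf1* and *Sp5*. Between a Red and a Mosaic clone, fold changes correlated at 0.46 to 0.67 (0.51 to 0.52 in simulations), with a covariance of 0.0438 to 0.0577 (0.0086 to 0.0088 in simulations).

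Red clones were then compared with Mosaic clones, with the clone as replicate, since the study states that the 2C program is stronger in Red. *Lefty1* was at 8.79 ± 0.554 in Red and 2.81 ± 0.823 in Mosaic clones (SD, n = 3 clones), a log2 difference of 1.39 (SE 0.154, limma, adjusted p = 0.0408), and *Lefty2* at 14.7 against 8.07. *Slc16a3* was at 20.7 ± 4.24 against 9.24 ± 0.164 (1.08, limma, adjusted p = 0.0454), and *Ascl2*, an imprinted regulator of trophoblast, at 5.5 against 2.48 (0.91, limma, adjusted p = 0.0408). *Eif2s3y*, a Y-linked translation factor, was at 1.77 ± 0.363 in Red and 17.2 ± 6.68 in Mosaic clones (−2.65). *Acot1*, *Emb*, *Zfp787* and *Wdr70* were also higher in Red, and *Islr2* (3.37 against 6.38) and *Msc* (5.2 against 9.26) lower.

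These 11 genes, 8 higher and 3 lower of 12467, were all that passed (limma), and for each of them the 3 Red clones lay beyond every Mosaic clone. Such separation was seen at 3058 genes or 24.5%, where chance gives 10%, and 2026 genes had an unadjusted p under 0.05. *Bnip3* (1.38, adjusted p = 0.0554), *Ndufa4l2* (1.43, adjusted p = 0.089), *Dux* (0.39, adjusted p = 0.138) and *Zscan4c* (0.30, adjusted p = 0.422) did not pass by limma. The number of called genes depended on single clones: 0 were called without Red 1-19 or without Red 2-10, 2 without Red 1-5, 53 without Mosaic 2-1, 3 without Mosaic 3-1 and 787 without Mosaic 3-2. With median-of-ratios scaling or no expression filter limma called 0 genes (2137 and 2890 at an unadjusted p under 0.05), while edgeR on counts summed per clone called 35, among them the 11.

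The established 2C score was 3.48 ± 0.14 in Red and 3.28 ± 0.219 in Mosaic clones (SD, n = 3 clones), a difference of 0.204 (exact two-sided permutation p = 0.3, where the smallest possible p is 0.1). The difference was 0.106 without Mosaic 2-1 and 0.322 without Mosaic 3-1, the lowest and highest values when 1 clone was left out. By clone the score was 3.61, 3.33 and 3.51 in Red 1-19, 1-5 and 2-10 and 3.08, 3.51 and 3.24 in Mosaic 2-1, 3-1 and 3-2, against 2.69 ± 0.046 in conventional ESCs and 1.87 ± 0.04 in differentiated cells. The glycolysis and hypoxia score was 4.71, 4.46 and 4.65 in Red and 4.26, 4.34 and 4.06 in Mosaic clones, against 4.07 ± 0.025 in conventional ESCs and 4.32 ± 0.052 in differentiated cells. It stood higher in each Red clone than in any Mosaic clone by 0.383 on average (exact two-sided permutation p = 0.1, the smallest possible). With single libraries as replicates, which leaves out the spread between clones, camera put 11 lists past the threshold. Among them were established 2C (11 risen and 1 fallen of 18, adjusted p = 4.98e-06), other 2C (11 and 1 of 14, 0.000864, and adjusted p = 0.0564 with an estimated correlation), genes the study names or tabulates in Red (8 and 0 of 8, 1.44e-20), and germline (1 and 7 of 15, 0.00478). Also past it were glycolysis and hypoxia (27 and 1 of 33, 3.3e-21, and adjusted p = 0.00847 with an estimated correlation) and Nodal targets (6 and 3 of 11, 0.0018, and adjusted p = 0.0553 with an estimated correlation). So were p53 targets (14 and 1 of 21, 5.61e-06) and imprinted genes (7 and 3 of 19, 6.15e-05). The others were fibroblast markers (4 and 0 of 6, 0.0495, and adjusted p = 0.0801 with an estimated correlation), Y-linked genes (0 and 3 of 3, 1.32e-71) and interferon (5 and 1 of 9, 0.0224, and adjusted p = 0.0942 with an estimated correlation). Adjusted over the list alone, 12 and 1 established 2C, 12 and 1 other 2C, 1 and 8 germline, 28 and 1 glycolysis and 8 and 3 imprinted genes had risen and fallen, and the counts of the other 6 lists were the same. On the 6 clone means no list passed with an estimated correlation, the smallest adjusted p being 0.128.

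**Figure D3:**
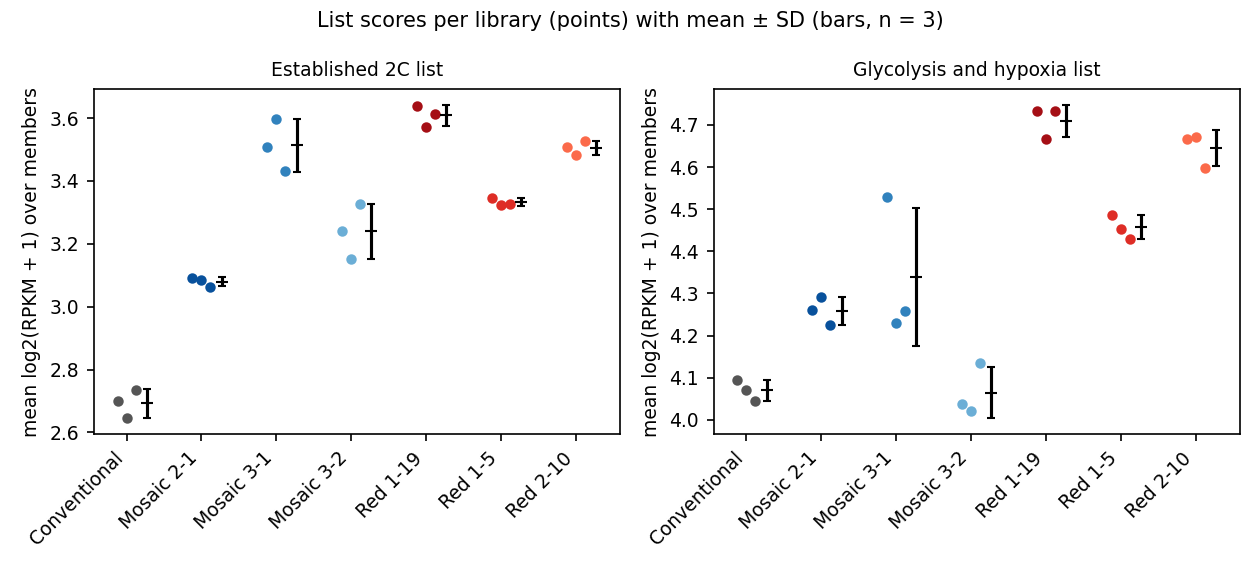
Mean log2(RPKM + 1) over the established 2C genes and over the glycolysis and hypoxia genes in single libraries, with the mean ± SD of each group shown (n = 3). For the 2C genes conventional ESCs stand at 2.69, and the clones run from 3.08 in Mosaic 2-1 to 3.61 in Red 1-19.

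**Figure D4:**
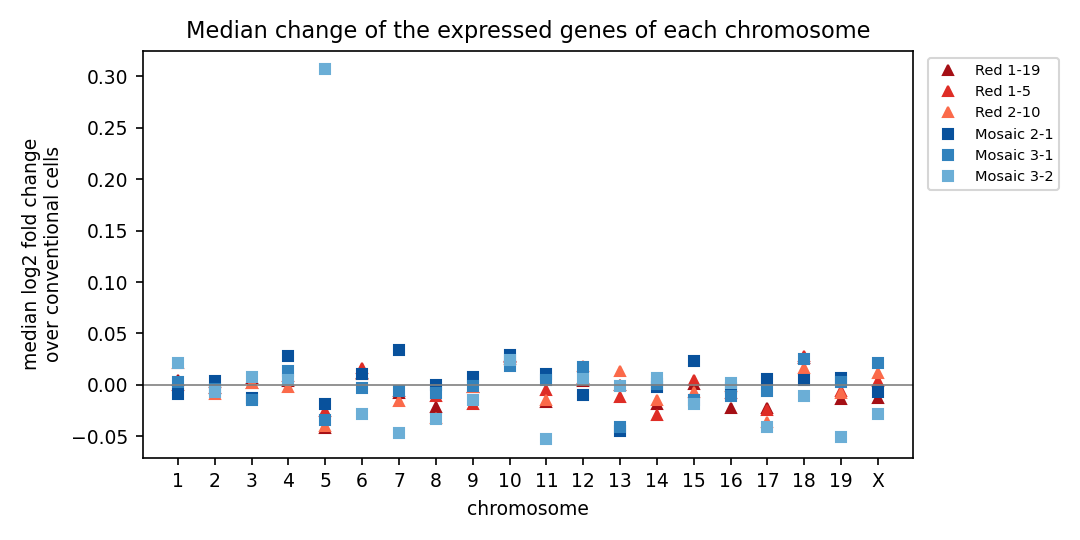
Median log2 fold change of the tested genes of each chromosome in each reporter clone against conventional ESCs (edgeR). Chromosome 5 stands at 0.31 in Mosaic 3-2, and the other autosomes of that clone lie between −0.05 and 0.02.

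The distance of each clone from conventional ESCs over all tested genes was measured to ask whether Red clones lie farther away. Mosaic 3-2 was the farthest at 27.7 and Mosaic 2-1 the nearest at 20.5, with Red 1-19, 1-5 and 2-10 at 25.8, 23.1 and 25.1 and Mosaic 3-1 at 23.3 (Euclidean distance of means of log2(RPKM + 1)). The mean distance of a group's 3 libraries from their own mean was 10.07 (Red 1-19) to 13.2 (Mosaic 3-2). Red clones averaged 24.7 ± 1.42 and Mosaic clones 23.8 ± 3.64 (SD, n = 3 clones), a difference of 0.84 (exact two-sided permutation p = 0.8), which turned to −0.82 without Mosaic 2-1 and to −0.51 over genes with a mean RPKM of at least 5, and grew to 2.78 without Mosaic 3-2 and to 2.65 with a pseudocount of 0.1. In a principal component analysis of the 21 ESC libraries, the leading component, with 23.8% of the variance, placed all Red clones, from 11.2 (2-10) and 11.8 (1-5) upward, on the same side of conventional ESCs as Mosaic 2-1 (7.11) and Mosaic 3-1 (4.51). Mosaic 3-2 lay on the other side (−12.9). These values are offsets from the conventional mean, counted as positive toward the Red clones. As positions on the component, conventional ESCs stood at 5.25, Mosaic 3-2 at 18.15 and Red 1-19 at −9.77. The class difference in these signed offsets was 13.1 (exact two-sided permutation p = 0.1, the smallest possible). It does not measure distance, because Mosaic 3-2 cancels Mosaic 2-1 and 3-1 in the Mosaic mean (−0.43). In size, the offset of Mosaic 3-2 exceeded those of Red 1-5 and 2-10. Positions along the next component (18.8% of the variance) were −11.26 for conventional ESCs and −6.25 and −9.17 for Mosaic 2-1 and 3-1. There Mosaic 3-2 (8.56) stood with Red 1-19, 1-5 and 2-10 (6.38, 4.23 and 7.51).

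**Figure D5:**
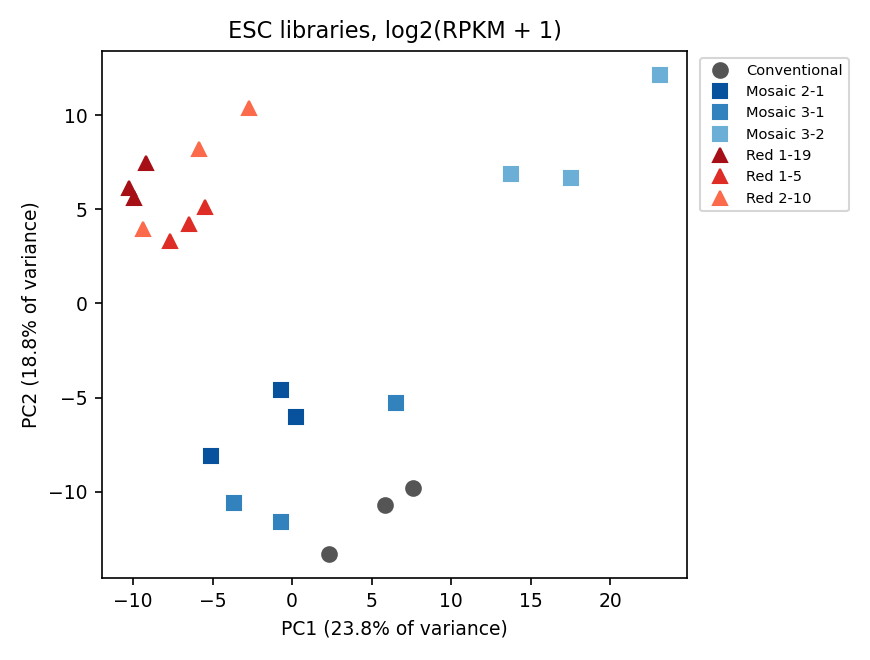
First and next principal components (23.8% and 18.8% of the variance) of the 21 ESC libraries on log2(RPKM + 1). Each point is a library, and Red clones and Mosaic 3-2 lie on opposite sides of conventional ESCs along the horizontal axis. Along the vertical axis Red clones and Mosaic 3-2 lie on the same side of conventional ESCs.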

Values the study reported

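The study reported that 321 genes were raised in its Red ESCs and 53 in its Mosaic ESCs relative to conventional ESCs. It reported 22 genes that were lowered in Red and 11 that were lowered in Mosaic ESCs. By flow cytometry, it stated that up to 84% of cells carried reporter signal in some Red clones.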

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

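The tests of Y-linked and of glycolysis genes in this part were chosen after those results had been seen, and the splits of samples were planned. The criteria for the share of Y-carrying cells in Red clones and for differentiated cells as a source of glycolysis transcripts were also set after their values were seen. Unequal falls, and members above both cell types, had not been foreseen.

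The genes and lists of this part are given because Red and Mosaic clones, each against the same conventional ESCs, differed in a direct test. That test was limma for genes and camera at the preset correlation for lists. By limma on clone means of log2(RPKM + 1), the genes higher in Red were *Lefty1* (1.39), *Slc16a3* (1.08), *Ascl2* (0.91), *Lefty2* (0.80), *Acot1* (0.65), *Emb* (0.57), *Zfp787* (0.54) and *Wdr70* (0.46). Those lower in Red were *Msc* (−0.72), *Islr2* (−0.75) and *Eif2s3y* (−2.65). Lists were tested by camera on the same clone means at the preset correlation. Mean differences above 0 were 0.204 for established 2C genes, 0.19 for other 2C genes, 0.858 for the genes the study names or tabulates in Red, 0.383 for glycolysis and hypoxia, 0.171 for p53 targets, 0.172 for interferon and 0.166 for histones. Those below 0 were −0.114 for germline and −1.68 for Y-linked genes. None of these 9 lists passed by camera with an estimated correlation (smallest adjusted p = 0.128). The exact two-sided permutation p of the score was 0.3 for both 2C lists and 0.1, the smallest possible, for each of the others. The differences were not corrected for a shared offset: housekeeping genes, which did not pass, also stood 0.108 higher in Red clones.

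*Ascl2*, the imprinted trophoblast regulator, went apart between the classes. It was at 5.63, 5.39 and 5.48 in Red 1-19, 1-5 and 2-10 against 3.66 in conventional ESCs. It was at 2.68, 2.01 and 2.76 in Mosaic 2-1, 3-1 and 3-2. In Mosaic 3-2 the fall of *Ascl2* did not pass (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0756).

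The Y-linked genes *Ddx3y*, *Uty* and *Eif2s3y* were lower in every Red clone and unequal among Mosaic clones. The tables argue against reads of their X-linked copies as the source, since the ratio of Y-linked to X-linked reads differed at least 16-fold between groups for each of the 3 pairs. In Mosaic 3-2 *Eif2s3y* rose while *Ddx3y* and *Uty* fell, a gap of 2.33 on the log2 scale between *Eif2s3y* and *Ddx3y*, which a changed share of Y-carrying cells does not allow. In Red clones such a share stays open: the 3 falls were unequal in Red 1-19 (heterogeneity p = 0.0263, chi-square with Bonferroni adjustment), but a small number of reads from X-linked copies could also make falls unequal. A difference between clones in the control of single Y-linked genes was not tested.

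Glycolysis and hypoxia genes, a list chosen after reading the study's supplementary tables, scored higher in each Red clone than in any Mosaic clone. On the clone means the list did not pass by camera with an estimated correlation (adjusted p = 0.578). The exact two-sided permutation p of its score was 0.1. The tables argue against cells like the differentiated ones sequenced here (doxycycline without LIF for 48 h) among the Red cells. Of the 28 risen members, 14 stood above both conventional and these differentiated cells. The other 14 would need a median share of 55.4% of such cells, where trophectoderm genes gave an upper quartile of 3.16%. Differentiated cells of other kinds were not tested and stay open. Density or medium at harvest cannot be told apart from clone class, because the culture conditions of single libraries are not given in the sources used here, and 6 of the 9 Red libraries scored above every Mosaic and conventional library. A link with the level of 2C genes may exist and stays open, with Spearman's rho 0.77 over 6 clones (exact permutation p = 0.103) and Pearson's r 0.75 (exact permutation p = 0.0944), or 0.7 without Mosaic 2-1 and Red 1-19, in the 1 relation computed. The reporter class itself stays among the open explanations, as untested.

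Other splits of the same samples are too few for a share under 0.05. For each comparison with conventional ESCs, 1 of 10 splits of the 6 libraries, the real one, gave as many called genes by edgeR. The real counts were 5671 in differentiated cells, 501, 332 and 497 in Red 1-19, 1-5 and 2-10, and 173, 363 and 546 in Mosaic 2-1, 3-1 and 3-2, and the highest other count was 0 each time. Of 20 choices of 3 clones, 1 shared as many higher genes as the 213 of the Red clones (highest other 113). All 20 shared at least the 36 of the Mosaic clones (highest other 213, that of the Red clones). These counts do not correct for the number of calls per clone, which was lowest in Mosaic 2-1 (135 higher). They therefore cannot show a structure of the samples, and the cause was not tested. For Red against Mosaic clones, 1 of 10 splits gave as many as the 11 called genes (limma, highest other 0) and 2 of 10 gave at least as many as the 11 lists (highest other 12). For lists in differentiated cells 1 of 10 splits gave as many as the real 15 (highest other 9). Setting apart 1 of 4 groups gave 16 lists for conventional ESCs with the Red clones (1 of 4 choices, highest other 14) and 14 with the Mosaic clones (1 of 4 choices, highest other 9).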

How the results depend on the processing

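Alternatives chosen after seeing the data were scaling to the library total, leaving out differentiated cells or chromosome 5 genes, edgeR for Red against Mosaic clones, and for lists limma with a pseudocount of 1, the replicate block and camera on clone means. Counts of called and shared genes against conventional ESCs stayed within 1.5 times under median-of-ratios and library total scaling, no filter, the mean over transcripts, and limma with a pseudocount of 0.1. Below, clones are in the order Red 1-19, 1-5, 2-10, Mosaic 2-1, 3-1, 3-2, and shared counts are higher then lower. With a mean RPKM of at least 5, where fewer genes were tested, calls were 2803 in differentiated cells and 149, 109, 149, 52, 133 and 216 in the clones. Shared counts were then 75 and 12 in Red and 10 and 3 in Mosaic clones. Limma with a pseudocount of 1 gave 259, 176, 240, 84, 197 and 249, sharing 106 and 16 in Red and 5 higher in Mosaic. An adjusted p under 0.05, a looser threshold, gave 874, 670, 869, 427, 624 and 872, sharing 427 and 47 in Red and 89 and 14 in Mosaic. DESeq2 gave 266 in Mosaic 2-1 and shared 55 and 10 in Mosaic. Models of only the 2 groups, with fewer samples, gave 198 in Mosaic 3-1 and shared 9 higher and 4 lower in Mosaic. Leaving out single libraries gave 114 to 144 calls in Mosaic 2-1 (114 without conventional replicate 1) and 22 to 37 higher and 2 to 7 lower shared by Mosaic clones. They were 22, 22 and 23 higher without conventional replicate 1, 2 and 3, and 2 lower without replicate 1. Higher or lower calls alone also moved: lower calls of Red 1-5 from 43 to 28 without its replicate 2, lower calls of Mosaic 2-1 from 38 to 25 without its replicate 1, and its higher calls from 135 to 88 without conventional replicate 1 or 3. The other totals and shared counts changed by at most 1.5 times.

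The replicate numbers were not taken as pairs, since that asked for every correlation between same-numbered libraries to exceed 0.1, and 34 of 84 did (r −0.62 to 0.48, median 0.06). As a hint from the data that libraries of 1 number share something, 14 of 24 correlated best with their own number. With that number as a block, calls were 5667 in differentiated cells and 490, 324, 492, 175, 361 and 549 in the clones, with 213 and 31 shared in Red and 36 and 6 in Mosaic clones. List tests that passed numbered 54 of 100 with the block.

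For Red against Mosaic clones the 11 genes became 17 with a pseudocount of 0.1 and 0 by limma with no filter or median-of-ratios scaling (2890 and 2137 at an unadjusted p under 0.05). They became 0 without Red 1-19 or 2-10, 2 without Red 1-5, 53, 3 and 787 without Mosaic 2-1, 3-1 and 3-2. They became 772 with the clone as a random block, 35 with edgeR on counts summed per clone, and 4282 with edgeR on 18 libraries, which leaves out the spread between clones. The 2C score of clones minus conventional ESCs, 0.687, became 0.871 with a pseudocount of 0.1, 0.622 with the *Zscan4* copies as 1 member, and 0.641 to 0.747 when a clone was left out. The Red minus Mosaic distance reversed to −0.51 at a mean RPKM of at least 5, became 2.65 with a pseudocount of 0.1 from 0.84, and ranged from −0.82 (without Mosaic 2-1) to 2.78 when a clone was left out. Where no reason is given, the cause was not tested. Of 100 list tests, 56 passed, 100 kept their side and direction with median-of-ratios scaling, 83 with an estimated correlation (39 passed), 87 with a pseudocount of 0.1 (43 passed) and 86 with limma and a pseudocount of 1 (42 passed). Genes that reached an RPKM of 1 in fewer than 3 libraries were not tested at this depth. The clones were transfected and selected, and the controls are 3 libraries of 1 parental line.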

Other observations

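The genes named in this part, and the test of 1 extra copy and of a gain in part of the cells, were chosen after the values were seen, and the test of scaling, GC content and length was set before.

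All 6 clones had higher levels of *Sord*, sorbitol dehydrogenase, at 12.4, 10.4 and 10.7 in Red 1-19, 1-5 and 2-10 and 7.66, 9.21 and 7.92 in Mosaic 2-1, 3-1 and 3-2 against 4.94 in conventional ESCs. *Sall2*, a zinc finger gene, rose by 1.09, 1.16 and 1.05 in Red and 0.68, 0.76 and 0.68 in Mosaic clones on the log2 scale.

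Imprinted genes went different ways by clone. *Peg10* fell by 0.62, by 0.53 and by 0.34 in Red 1-19, 1-5 and 2-10, and its log2 fold changes were −0.01, 0.06 and 0.28 in Mosaic 2-1, 3-1 and 3-2. *Cdkn1c* was at 15.8, 18.5 and 16.6 in Red and 10.8, 5.47 and 7.21 in Mosaic clones against 14.8. *Igf2* was at 3.73, 5.17 and 6.12 in Red and 4.14, 2.2 and 2.85 in Mosaic clones against 3.02. Red and Mosaic clones did not differ past the threshold at *Peg10* (limma adjusted p = 0.0757), *Cdkn1c* (0.0805) or *Igf2* (0.215).

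Chromosome 5 genes were higher in Mosaic 3-2, by a median of 0.307 on the log2 scale over 783 genes (0.284 to 0.323, 95% bootstrap), with 90.5% of them above 0 against 47.7% on other autosomes. The 3 libraries stood at 0.313 to 0.318, and those of the other clones at −0.039 to −0.012. Scaling, GC content or length as the source is argued against by the median of 0.277 that remained after their trend was removed. An extra copy in every cell, with RNA following copy number, is argued against by the upper bound of 0.323, below the 0.585 that 3 copies in place of 2 would give. A gain of the whole chromosome in part of the cells may account for it, as the lowest of 12 bins of neighbouring genes was 0.165, and the median would then stand for 47.4% of cells. Without chromosome 5 genes, Mosaic 3-2 had 438 calls and the Mosaic clones shared 35 higher genes.

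The study's figure shows its counts as genes shared by the 3 clones of a class, as here. At the thresholds of the study, 213 genes were called higher in all 3 Red clones. That is lower than the value quoted from the study above.

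Called lower in all 3 Mosaic clones were 6 genes. That is lower than the value quoted from the study above. The 36 genes called higher in all 3 Mosaic clones are also fewer than the value quoted, and the 30 called lower in all 3 Red clones are more. With DESeq2, the Red clones shared 296 higher and 38 lower genes and the Mosaic clones 55 and 10, closer to the values quoted except for the lower genes of the Red clones. The cause was not tested.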
